A study of Saccharomyces cerevisiae with 5 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

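Total RNA of Saccharomyces cerevisiae was measured on 5 two-colour Agilent arrays, 1 for each of 5 RNA samples. Per the labels, the strain in both channels was Sigma 1287b, L5366, and the paper spells it Sigma1278b L5366. The RNA carried the green dye Cy3 and genomic DNA carried the red dye Cy5. Dyes were not swapped, so any dye effect remains in every ratio. All 5 arrays form 1 group. The paper's methods describe 3 to 4 biological replicates, fewer than the 5 arrays here. The labels number the RNA samples and do not say whether each came from a separate culture. The SD between arrays may therefore not cover all variation between cultures. Per the labels the cultures grew at 30 °C to mid-log phase, and the paper describes the medium as rich. The labels place array 1 on one slide, arrays 2 and 3 on another, and arrays 4 and 5 on another. Arrays 1 to 3 were scanned in a first session and arrays 4 and 5 in a second session, so the second session coincides with a slide.

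The deposited scanner files hold intensity values per spot, made per the file headers with Agilent Feature Extraction 10.1.1.1, a different release from the one named in the study's methods. They give the median pixel intensity of each spot and of its local background before any subtraction. They also hold flags of 0 or 1, and processed signals that Agilent's software had background-subtracted and dye-normalized. Each array has 43792 gene spots, 153 negative control spots and 1264 other control spots. The files hold 6256 genes with 1 probe each, and each probe was printed as 7 spots. The design had assumed several probes per gene, so each rule written for probes was applied to spots, and a median over probes had no effect.

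The authors also deposited a table of log2 ratios of Cy3 over Cy5, with 1 value per probe and array. Its column medians were -2.62, -2.89, -2.91, -3.01 and -2.57 for arrays 1 to 5, so the columns were not centred. The table was compared with the scanner values at a tolerance of 0.001 log2. A median over spots without background subtraction, leaving out spots marked as non-uniform, matched 96.3%, 99.6%, 97.6%, 90.4% and 89.4% of genes on arrays 1 to 5. With background subtraction, between 6.07% and 7.05% of genes matched. The scale and direction of the table were thereby settled, and the reason for the remaining mismatches was not. The study's methods describe background subtraction in both channels, which most values of this table do not show, so the table is treated as unsubtracted ratios.

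Here the local background median was subtracted from the spot median in each channel, and log2 of Cy3 over Cy5 was taken per spot. Control spots were left out, as were spots with an outlier flag in either channel (between 1.41% and 3.81% of gene spots per array). The written design did not state the outlier filter. It was kept after the number of genes that differ between scan sessions was known both with it (165) and without it (41), so that number is not independent of the choice. A spot at or below background in a channel has no logarithm and was left out, which affected at most 18 spots per array and channel. No gene spot was saturated. Spots of a probe were averaged, arrays were quantile normalized with limma 3.58.1 in R 4.3.3, and levels are given relative to the median gene. A signal counted as well above background on an array when the scanner software marked at least 50% of the gene's 7 spots so. Between 90.9% and 98.8% of gene spots were well above background in Cy3 and between 99.3% and 99.5% in Cy5. The number of arrays limits the precision.

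Gene names are those of the array design or, where the systematic name matched, of the RefSeq table for assembly R64, which held 5756 of the 6256 names. The array's genome build is not given in the sources used here, so the RefSeq table served only for names and for which genes neighbour each other. The 17 gene sets were lists of symbols fixed before the data were examined. Each set was compared with all other genes by a two-sided two-sample Kolmogorov-Smirnov (K-S) statistic on the mean level, with p from 100000 random gene sets of the same size and Benjamini-Hochberg adjustment over the 17 sets. Genes are not replicates of an experiment, so the shift of each set is also given per array. For 3 pairs of sets, and for the spread between spots, an exact two-sided sign-flip permutation test ran over the 32 sign patterns of 5 arrays. With 5 arrays this exact test cannot go below p = 0.0625. Scan sessions were compared with limma (lmFit and eBayes) at a Benjamini-Hochberg adjusted p of 0.05.

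Genes are named by a rule fixed before the data were examined. It took the 5 highest and 5 lowest levels and the 5 largest standard deviations among genes with at least 3 usable spots and both channels well above background on every array. It also took the 3 largest rises and 3 largest falls between scan sessions among genes at adjusted p 0.05, the 5 genes with the lowest mean Cy5 intensity, and 10 fixed genes. Other genes named were chosen after their values were seen.

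The tests were run on simulated data first. With 200 of 6256 genes shifted between sessions, limma recovered 78% of genes shifted by 0.5 log2 and 98% of genes shifted by 1 log2. For gene sets of 20 genes out of 6256, the K-S test reached p below 0.05 in 6% of 200 unshifted sets. It did so in 53.5% of sets shifted by 1 log2 and in 99% of sets shifted by 2 log2. For sets of 6 genes, the size of the toxin response set, the shares were 4%, 25.5% and 66% in the same order. Alternatives covered the background correction, the signal, dim spots, loess, centring, the genomic DNA divisor, the authors' table, single arrays left out, the scan session and the slide. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.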

Results

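Absolute transcript levels were estimated in 5 RNA samples from mid-log budding yeast, S. cerevisiae, by hybridizing labelled RNA against genomic DNA on the same array. If nearly every gene is present at 1 copy per genome, the genomic DNA signal offers a common denominator for comparing different genes. Copy number was not tested. Each gene was represented by 1 probe printed as 7 spots, and all 6256 genes gave a ratio on every array. The median background-subtracted intensity was 1997, 1426, 1406, 1505 and 1756 in the RNA channel of arrays 1 to 5. In the genomic DNA channel it was 12951, 11288, 11419, 12740 and 11344.

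Replicate arrays were compared first, across genes and before normalization between arrays. Pearson's R averaged 0.995 ± 0.0022 (SD over 10 pairs) and ranged from 0.992 to 0.998, and no pair fell under 0.95. Spearman's rho ranged from 0.994 to 0.998. Pairs of arrays from 1 scan session correlated at 0.997 on average (4 pairs), and pairs from different sessions at 0.994 (6 pairs). For Pearson's R the lowest value within a session, 0.997, was above the highest across sessions, 0.995, while Spearman's rho overlapped between them (lowest within a session 0.996, highest across sessions 0.997). These correlations are across genes, which are not independent replicates. Agilent's processed signals moved the mean most, to 0.838 ± 0.13 (SD over 10 pairs). The lowest pair with those signals was 0.707, under 0.95, so results with processed signals average over arrays that disagree.

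Levels spanned a wide range. The distance from the 5th to the 95th percentile of genes was 7.08 ± 0.26 on the log2 scale (SD, n = 5). It was smallest under loess normalization, at 2.92. Loess removes a trend of the ratio with brightness, which for RNA against genomic DNA includes expression itself. A smaller range or a changed sign under loess therefore does not by itself count against a level. The highest levels among genes measured in both channels were those of RPS10B (YMR230W), at 6.09 ± 0.07 log2 above the median gene (SD, n = 5), and CCW12 (YLR110C), at 6.04 ± 0.05. RPS10A (YOR293W), RPL29 (YFR032C-A) and RPS17A (YML024W) followed at 6.03 ± 0.10, 6.02 ± 0.08 and 5.85 ± 0.10, so the first 4 genes differed by about as much as single arrays did. The lowest levels among the same genes were those of YHR217C (-5.51 ± 0.24), YJR162C (-5.48 ± 0.13), YAL069W (-5.47 ± 0.15), YDR543C (-5.37 ± 0.23) and YNR077C (-5.10 ± 0.29). The log2 genomic DNA signal of these 5 genes lay between 15.5 and 16.8.

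Among genes fixed in advance, TDH3 stood at 5.15 ± 0.10, ADH1 at 4.62 ± 0.20 and ACT1 at 4.10 ± 0.16 (SD, n = 5), and all 3 fell below the median gene under loess. FLO11 stood at 1.81 ± 0.42 (-0.22 under loess) and was lowest on array 4, at 1.12. Levels below the median gene were found for PCK1 (-2.01 ± 0.13), URA3 (-2.08 ± 0.10), FBP1 (-2.12 ± 0.18), GAL1 (-2.42 ± 0.06), ADH2 (-2.63 ± 0.17) and HO (-3.18 ± 0.28). GAL1 RNA was well above background on 4 of the 5 arrays. Of these, FBP1, GAL1 and ADH2 rose above the median gene under loess. Agilent's processed signals changed the sign of TDH3 and ADH1.

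The largest spread between arrays among genes measured in both channels was that of AAD6 (YFL056C), whose level was -0.48 ± 1.01 (SD, n = 5). Its log2 genomic DNA signal varied by 1.12 (SD) and its log2 RNA signal by 0.39. HXT17 (YNR072W) followed at -3.38 ± 0.63, YDL038C at -1.37 ± 0.62, TPO2 at -0.77 ± 0.61 and PRM7 at -1.15 ± 0.61.

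It was then asked which functional gene sets stood above or below the rest of the genome. All 17 sets passed an adjusted p of 0.05 in the K-S test with permutation p-values. In each set the shift had the same direction on 5 of 5 arrays. The SDs of the shifts were taken after quantile normalization, which gives the arrays 1 common distribution and can narrow them. Cytoplasmic ribosomal protein genes stood highest, with a set median 4.97 ± 0.07 log2 above that of all other genes (SD, n = 5 arrays, 137 genes). The shift fell to 0.34 under loess and 0.62 with Agilent's processed signals, where RNA polymerase genes stood higher, at 0.55 and 0.92. Glycolysis genes stood 4.54 ± 0.09 above, a direction that loess turned to -0.21 ± 0.05. Proteasome genes stood 2.29 ± 0.04 above. Oxidative phosphorylation (2.0 ± 0.05), RNA polymerase (1.94 ± 0.09) and ribosome biogenesis (1.89 ± 0.07) formed a middle class whose order was not tested. Cytoskeleton genes (1.24 ± 0.04), nuclear pore genes (1.17 ± 0.03), the TCA cycle (1.03 ± 0.08) and mitochondrial ribosomal protein genes (0.51 ± 0.04) were also above. For 12 of the 17 sets, the permutation p of 1e-05 (adjusted p = 1.42e-05) was the smallest that 100000 random sets can give.

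Below the other genes were meiosis and sporulation genes, at -3.15 ± 0.14 (SD, n = 5), and haploid and mating-type genes, at -2.86 ± 0.07. This order did not hold with processed signals (-0.98 and -1.22) or with loess (-0.000631 and -0.60). The size of both shifts depended on the background, and with the negative controls subtracted they were -3.70 and -3.24. With only spots well above background they were -2.73 (25 of 49 genes left) and -2.52 (12 of 22 genes left). That alternative drops dim genes, so its smaller shifts may follow from the change of genes. Glucose-repressed carbon genes stood at -2.38 ± 0.13, stress response genes at -1.91 ± 0.05 and the 6 toxin response genes at -1.64 ± 0.05. Splicing genes (-0.39 ± 0.02) and peroxisome genes (-0.25 ± 0.02) lay closest to the rest, with permutation p = 0.00157 (adjusted p = 0.00178) and permutation p = 0.0392 (adjusted p = 0.0392), and loess turned the peroxisome set to 0.033 ± 0.05. Loess moved the set results most, leaving 8 of the 17 sets past the threshold.

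**Figure D1:**
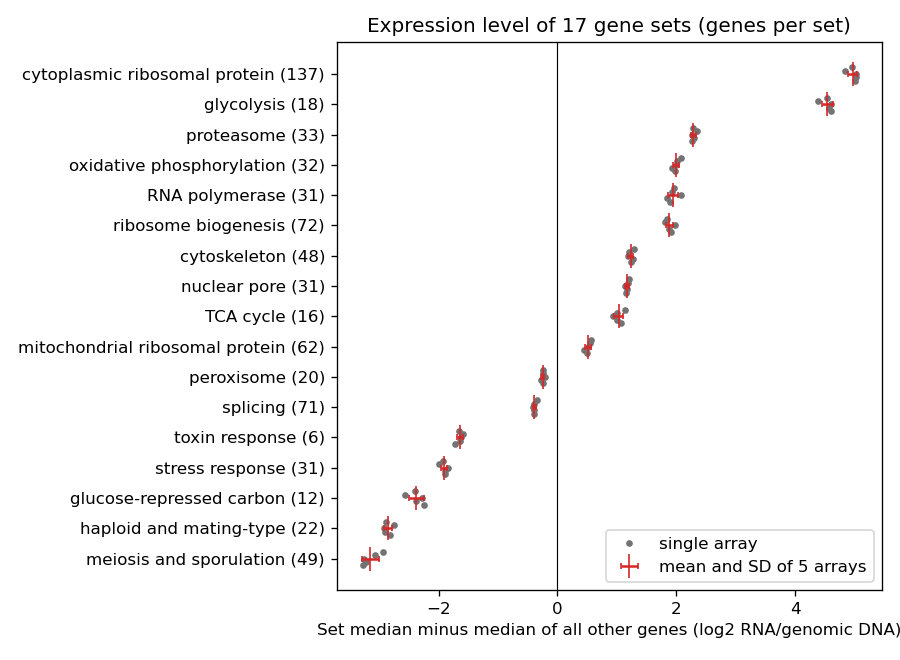
Set median minus the median of all other genes (horizontal axis, log2 of RNA over genomic DNA) for 17 gene sets, with the number of genes in brackets; points are the 5 arrays and bars the mean and SD. The shifts run from -3.15 for meiosis and sporulation to 4.97 for cytoplasmic ribosomal proteins. The arrays of a set lie close together after quantile normalization, which can itself narrow their spread. Loess (not drawn), which removes a trend that includes expression, turned the direction of the glycolysis and peroxisome sets.

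Direct differences between pairs of sets were taken within each array. Cytoplasmic exceeded mitochondrial ribosomal protein genes by 4.43 ± 0.11 log2 (SD, n = 5). Glycolysis exceeded glucose-repressed carbon genes by 6.91 ± 0.04, and proteasome exceeded splicing genes by 2.66 ± 0.04. Each difference had the same sign on 5 of 5 arrays, and each exact sign-flip permutation test gave p = 0.0625, the smallest value that 5 arrays allow. Loess kept the signs and moved the differences most, to 0.091 ± 0.03, 0.18 ± 0.02 and 0.47 ± 0.06 in the same order.

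Division by genomic DNA was examined through the spread between the 7 spots of a probe. The median SD between spots was 0.25 ± 0.06 log2 for RNA alone and 0.11 ± 0.04 for RNA over genomic DNA (SD, n = 5). The spread was smaller after division on 5 of 5 arrays, by 0.14 ± 0.05, with p = 0.0625 in the exact sign-flip permutation test. With Agilent's processed signals the difference turned to -0.020 ± 0.02 (exact permutation p = 0.188), and with normexp it was 0.056 ± 0.06 (exact permutation p = 0.125). The spots of a probe share 1 sequence, so the comparison says nothing about differences between probes.

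For 34 of the 6256 genes, the genomic DNA signal was not well above background on any of the 5 arrays, and for 5 of them no single spot was. On single arrays the number ranged from 35 to 43. A limit of 2 SD above the negative controls gave 29 genes, 27 of them among the 34. The ratio of such a gene has no measured denominator. All 34 ranked above the 90th percentile of levels, at a median percentile of 97.4, and at a median percentile of 0.352 by RNA signal alone. In the authors' deposited table their median percentile was 91.2. Genes chosen for a small divisor favour a high ratio by construction, so these high ranks are no evidence of high expression. For 26 of the 34, RNA was not well above background on any of the 5 arrays either. The lowest genomic DNA signals were those of AI5_BETA (mean background-subtracted intensity 7.7), PDR18 (9.5), PHO3 (9.7), REE1 (9.8) and SNZ2 (9.8).

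**Figure D2:**
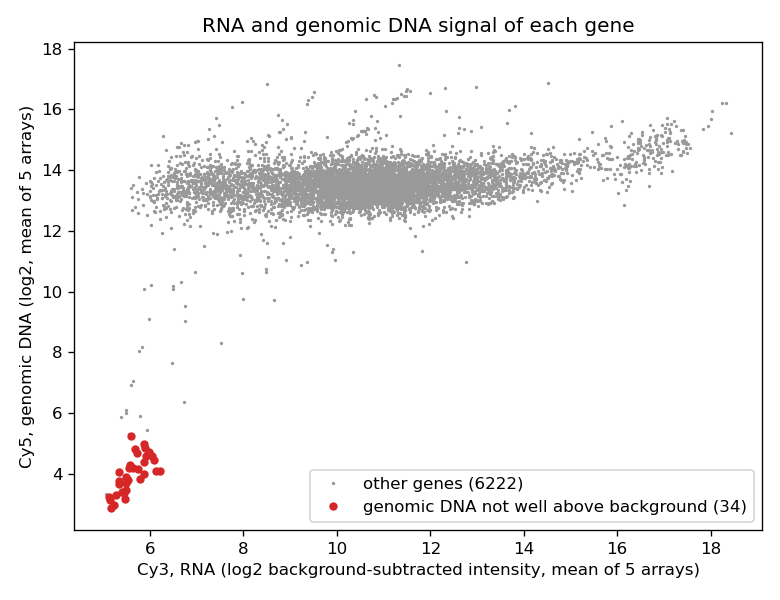
RNA (horizontal axis) and genomic DNA (vertical axis) log2 background-subtracted intensity of each gene, as means of 5 arrays. The 34 genes whose genomic DNA was not well above background sit at the lower left, with low signal in both channels.

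The second scan session was set against the first as a technical comparison. With limma, 165 of 6256 genes passed an adjusted p of 0.05, of which 92 were higher and 73 lower in the second session. The median absolute difference of these genes was 0.46 log2, and 8 differed by more than 1 log2. The balance of rises and falls depended on processing, with 321 genes higher and 6 lower under median centring. With only spots well above background, 42 genes were higher and 2163 lower. There the arrays were quantile normalized with dim genes missing, and more genes had dim RNA on arrays 4 and 5. That normalization can itself lower the second session, so these falls are not a plain session difference. The number depended strongly on processing, from 0 with RNA signal alone to 2242 with slide as a random block, and keeping spots with an outlier flag, a choice settled after both counts were known, gave 41. It was 174, 18, 60, 5 and 54 when replicate 1, 2, 3, 4 or 5 was left out. Among the 165 genes, the largest rises were those of YLR161W, YLR159W and ARR3 (1.14, 1.11 and 1.05 log2), all 3 with neither RNA nor genomic DNA well above background on any array, so that these differences set one background against another. Those of YLR159W and ARR3 changed sign under loess and with RNA signal alone. The largest falls among them were those of HXT17, YIL100W and MATALPHA1 (-1.11, -1.02 and -0.99 log2), of which YIL100W and MATALPHA1 changed sign under loess. AAD6 fell further (-1.57 log2) but did not pass in limma (adjusted p = 0.0633). Of the 92 genes that were higher, 15 lacked genomic DNA signal, and of the 73 that were lower, 0 did. On arrays centred at their median and not quantile normalized, the lowest 626 genes read 0.39 log2 higher in the second session, with an SD of 0.14 between the 3 arrays of the first.

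**Figure D3:**
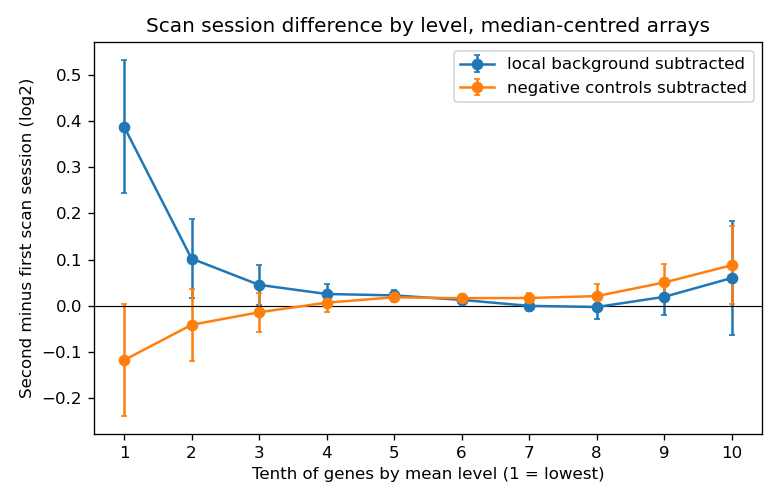
Second minus first scan session (vertical axis, log2) for genes in 10 classes of mean level (horizontal axis, lowest first), on median-centred arrays, with the local background or the negative controls subtracted; error bars are the SD over the 3 arrays of the first session. The lowest class stands at 0.39 with local background and at -0.12 with the negative controls.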

Values the study reported

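The study reported that most biological replicates correlated with R = 0.99, and it discarded replicates with R below 0.95. It described the commercial array as carrying 4 to 5 probes for each target gene. Gene set enrichments were accepted at a false discovery rate of 5%.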

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

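All tests of explanations in this part were chosen after the values were seen. Of 66 sets of 5 values examined for a single far array, 6 were picked out, and chance alone picks out about 1 in 20. Array 1 had the largest share of spots with an outlier flag, 3.81%, while the other arrays had between 1.41% and 1.72%. Array 1 is the only array of its slide, so slide and array cannot be separated. No biological explanation was tested.

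Array 4 stood apart for RPL29 (5.88 against 6.05 to 6.08 on the other arrays), SNZ2 (5.75 against 4.47 to 4.74) and FBP1 (-2.43 against -2.10 to -1.98). RPL29 is among the highest genes, where quantile normalization leaves only a few distinct values, and SNZ2 has no measured genomic DNA signal. Array 3 stood apart for YDL038C (-0.29 against -1.85 to -1.51) and PRM7 (-0.089 against -1.59 to -1.29). These are neighbouring names on one chromosome arm, and both were named for a large spread, so they are not independent cases. The causes were not tested.

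The 10 E1A control probes are not used in any comparison of genes or arrays, and 1 of them serves elsewhere as a check on light between channels. The labels mention no added RNA. Their mean background-subtracted Cy3 intensity was 5147 for E1A_r60_1, 2076 for E1A_r60_3, 11036 for E1A_r60_a104, 32736 for E1A_r60_a107 and 9240 for E1A_r60_a135. It was 57885 for E1A_r60_a20, 3517 for E1A_r60_a22, 547 for E1A_r60_a97, 1304 for E1A_r60_n11 and 91638 for E1A_r60_n9. The negative controls gave 47.8 ± 28.2 (SD, n = 5). A candidate explanation is RNA added to the labelled RNA only. Of the 10 probes, 8 had a mean Cy5 intensity under 100, as that explanation needs. The exceptions were E1A_r60_a20 at 435 and E1A_r60_a22 at 4315, which stay open. No biological explanation was tested.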

How the results depend on the processing

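Keeping spots with an outlier flag, the median over spots, subtracting the negative controls, leaving out genes without genomic DNA signal, the current gene symbols, the RefSeq background and the ribosomal protein genes without a suffix were alternatives chosen after seeing the data. The others were fixed before the data were examined. Mean pixel signal was not run because arrays 1 to 3 hold no such column, and a mean over probes changes nothing with 1 probe per gene.

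The 3 differences between sets kept their sign under every alternative run, single arrays left out included, although loess reduced them to 0.091, 0.18 and 0.47. The number of genes without genomic DNA signal was 29 with a limit of 2 SD above the negative controls and 34 to 37 with single arrays left out. Among the gene sets, cytoplasmic and mitochondrial ribosomal protein, ribosome biogenesis, proteasome, RNA polymerase, oxidative phosphorylation, stress response and haploid sets kept direction and threshold under every alternative run. Leaving out any single array changed no set's call.

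Loess left 8 sets past the threshold. It reversed glycolysis (-0.21) and peroxisome (0.033), and left nuclear pore (0.40), glucose-repressed carbon (-0.39), TCA cycle (0.49), splicing (-0.17), cytoskeleton (0.27), meiosis and sporulation (-0.000631) and toxin response (-0.12) short of it. Agilent's processed signals left glycolysis (0.047), TCA cycle (0.56), splicing (-0.10), peroxisome (-0.10) and toxin response (-0.72) short of it. The peroxisome set also fell short with normexp (-0.15) and in the second session alone (-0.23). With current gene symbols it held 29 genes in place of 20 and lay further down, at -0.46 (adjusted p = 0.00255, from 0.00255 to 0.998 over its alternatives). Loess removes a trend of the ratio with brightness, which for RNA against DNA includes expression itself. The parameters of arrays 4 and 5 list a similar dye normalization for the processed signals.

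The mean R between arrays moved to 0.838 with Agilent's processed signals, 0.979 with loess and 0.993 with the mean Cy5 as divisor, and was 0.997 within sessions. The range of levels was 6.45 with normexp, 3.50 with processed signals, 6.68 with only spots well above background, 2.92 with loess, 7.41 with Cy3 alone, 6.77 in the authors' table and 7.58 with negative controls subtracted. The spread difference between spots reversed to -0.020 with processed signals and was 0.056 with normexp (exact permutation p = 0.125). The causes were not tested.

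The number of genes that differed between sessions was the least stable result. It was 1 with normexp, 8 with loess, 13 with negative controls subtracted, 41 with outlier-flag spots kept, 99 with the median over spots and 327 with median centring, of which 321 were higher. With limma on Cy3 alone it was 0, while 1179 genes had an unadjusted p under 0.05. Of the 13 genes, 2 were among the 165. With only spots well above background it was 2205, of which 2163 were lower. Quantile normalization with more dim genes missing from arrays 4 and 5 can itself produce such falls. With slide as a random block the number was 2242. The block estimate rested on a correlation within slides of -0.68, and slide is nested in session. Leaving out 1 array gave 5 to 174 genes. It was 18 without replicate 2, 60 without replicate 3, 5 without replicate 4 and 54 without replicate 5. The fits without replicate 4 or 5 assume that the lone array of the second session varies like the others.

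Levels of genes without genomic DNA signal reversed with normexp, to -2.21 for YLR161W, -2.32 for YLR159W, -2.35 for ARR3, -2.58 for AI5_BETA, -2.53 for PDR18, -2.53 for PHO3, -2.57 for REE1 and -2.42 for SNZ2. With Cy3 alone they were -4.76, -4.97, -5.02, -5.48, -5.41, -5.36, -5.46 and -5.15 in the same order. Loess reversed AI5_BETA (-0.11), REE1 (-0.036), ACT1 (-0.073), TDH3 (-0.85), ADH1 (-0.61), ADH2 (0.052), FBP1 (0.49), GAL1 (0.41) and FLO11 (-0.22). Processed signals reversed TDH3 (-0.91) and ADH1 (-0.49). The session difference of YLR159W reversed with loess (-0.31), Cy3 alone (-0.22) and negative controls subtracted (-1.48), and that of ARR3 likewise (-0.17, -0.12 and -0.048). Those of YIL100W (0.15) and MATALPHA1 (0.17) reversed with loess. Signal over background limits the values of dim genes, such as those without genomic DNA signal. It does not account for the reversals of TDH3, ADH1, ACT1 and FLO11, which were well above background in both channels on 5 of 5 arrays. The trend that loess removes includes expression, so the loess reversals of these genes do not by themselves count against their levels. In all, 515 and 561 genes had RNA not well above background on arrays 4 and 5, against 65 to 145 on arrays 1 to 3.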

Other observations

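Among the tests in this part, the one on ribosomal protein genes without a suffix and the one on the 50 lowest genes were set out before their results were seen. The others were chosen after.

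Genes without genomic DNA signal may appear highly expressed because 1 background is divided by another. Of the 34 genes, 76.5% had RNA that was not well above background on any of the 5 arrays, as this explanation needs. Failed probes scattered over the array are argued against by gene order. Of the 31 genes found in the RefSeq table, 13 neighbouring pairs were seen, while 100000 random draws gave a mean of 0.16 and at most 4 (permutation p = 1e-05, the smallest they can give). Outside the stretch with the repeated ASP3 genes 7 pairs remained. This is consistent with stretches of sequence that are missing or differ in the strain used, a hypothesis that no sequence was at hand to test. The ASP3 genes are numbered copies of 1 gene, so their probes may not be independent. Among the other pairs, neighbours SNZ2, SNO2 and DDI2 share their names with neighbours SNZ3, SNO3 and DDI3. Pairs among those genes may not be independent either.

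The session difference had 10 possible splits of 5 arrays into 3 and 2, and only the real split gave as many as 165 genes. With 10 splits, chance cannot be excluded, because the share cannot fall under 0.1. The other 9 splits gave at most 2 genes. Session, slide and any batch of cultures cannot be told apart.

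On median-centred arrays, the lowest 626 genes read 0.39 log2 higher in the second session. Signal left after local background subtraction is a candidate explanation, since negative controls kept a Cy3 intensity of 40, 22 and 22 in the first session and 74 and 81 in the second. With the negative controls subtracted instead, the difference became -0.12, against an SD of 0.12 between the arrays of the first session. The rise was removed, with a small fall in its place that lies barely inside that spread, so the correction may overshoot. A first form of this test used quantile-normalized values, where the normalization itself sets the difference to 0, and it was discarded as void. No biological explanation was tested.

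The genes brightest in RNA had a raised genomic DNA signal. The 77 genes about as bright in Cy3 as the brightest control had a median Cy5 intensity of 23608. Genes in the middle of the level range had 11606. Genes chosen for bright RNA may favour probes bright in both channels, so the choice may account for part of this contrast. Green light read in the red channel is argued against, because that control had a Cy3 intensity of 91638 and a Cy5 intensity of 79.7. Near-identical gene copies as the whole cause are argued against as well. The 19 cytoplasmic ribosomal protein genes without an A or B suffix stood 1.08 ± 0.09 log2 above other genes in Cy5 (SD, n = 5), and the 118 with a suffix 0.95 ± 0.11. RNA left in the genomic DNA and base composition stay open and were not tested. If the excess is added to the genomic DNA channel only, the ratio understates the level of such genes. A property of the probe that brightens both channels alike would cancel in the ratio. The values do not separate these cases.

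The lowest levels belonged to genes with high genomic DNA signal, and a large divisor rather than little RNA is a candidate explanation that stays open. Of the 50 lowest genes, 9 were also among the 50 lowest by Cy3 alone, and 21 had a Cy5 intensity more than 1 log2 above the median gene. Genes chosen for a low ratio favour a high divisor by construction, so these counts do not decide. Their median percentile by Cy3 alone was 3.16. Extra copies in the genome were not tested.

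The files hold 1 probe per gene. That is lower than the number quoted from the study above.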
